A study of Homo sapiens with 12 samples. Its data were reported in "Biphasic Regulation of Mesenchymal Genes Controls Fate Switches During Hematopoietic Differentiation of Human Pluripotent Stem Cells" (2020).

How the data were processed

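RNA-seq libraries from 12 samples were used: undifferentiated H1 cells and APLNR+ (day 2), CD31+CD34+ (day 5) and CD43+ (day 8) cells derived from them, 3 libraries each. Groups and replicate numbers were taken from the sample titles. Per the labels, total RNA was extracted with Trizol and made into libraries with an Illumina TruSeq kit, and the study's methods name a pair of sequencing companies without saying which sequenced which library.

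The authors deposited a single table of FPKM values with a column per library, and each column was matched to its sample by title. The aligner, the program that estimated the values, the genome build, the annotation and any scaling between libraries are not stated, so no coordinates are given. The table had 58366 lines below its header, of which 1 held text and was left out. It names genes by symbol alone: 56593 distinct symbols, of which 345 stand on more than 1 line (2117 lines) and 27 lines carry a date, as a spreadsheet makes from some symbols. For a symbol on several lines the line with the highest mean was kept. Gene types and transcript lengths came from GENCODE release 29 by symbol, which matched 54879 symbols. The FPKM values are not counts, and whole reads were not recovered, so no count model was run. An FPKM of exactly 0 can be a failed estimate here: EEF1A1, a translation factor gene that every cell uses, was listed at 0 in 6 libraries and between 1839 and 4616 FPKM in the other 6. For genes listed at 0 in a whole population after high values, the values of single libraries are given and no fold. A test of values that were high in a single library is not reported here.

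Summed FPKM per library ranged from 568036 to 1576040, and genes of small RNAs held from 15.6% to 74.0% of it. Relative depth was estimated from genes between 0.0001 and 0.2 FPKM in both of a pair of libraries, as the most frequent ratio to CD43+ replicate 3. The precision of every comparison is limited by 3 libraries per population, and an exact permutation test of 3 against 3 libraries cannot give a p under 0.1.

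Values were transformed as log2(FPKM + 1). Genes entered where they reached 1 FPKM in at least 3 libraries, which left 14840. limma 3.58.1 in R 4.3.3 was fitted to the 4 populations in a single model (lmFit, contrasts.fit and eBayes with trend), with Benjamini-Hochberg adjustment over the genes of each comparison, and no covariate. Adjusted p values of single genes are from this model. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 32 tests, and by an exact two-sided permutation of the libraries' list means. The lists (pluripotency, mesoderm, endothelial, hematopoietic, epithelial, mesenchymal, Wnt, TGF-beta and mesenchymal transcription factors) were written from general knowledge and are not those of the study. Principal components were computed on centered, unscaled values. The groups, tests, lists, thresholds and all alternatives but the 5 named below were fixed before the data were examined. Explanations of technical origin were tested afterwards, most of them once the values in question had been seen. Named genes were the genes the study discusses, the sorting markers, and for each consecutive step the 3 largest rises and 3 largest falls among called genes whose populations did not overlap and whose higher mean was at least 10 FPKM.

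The fit was tested on simulated data for 14840 genes in which 200 had been changed: 197 were called, 3 unchanged genes were called, and 0 had the wrong sign. A list of 50 genes shifted together gave a camera p of 5.64e-74 and a list of 50 unshifted genes 0.482. Noise was drawn independently for each gene, without a shift shared by replicate 1. Changes were placed only in genes above a set level and below a set spread. The simulation therefore does not test calls of low genes, or camera where genes are correlated.

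Alternatives were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, upper-quartile scaling, quantile normalization, the replicate number as a block, fits to the compared populations alone, eBayes without trend, other minimum changes, camera with an estimated correlation, fry, the median over a list, other scalings of the principal components, and leaving out each library in turn. Of the settings, 5 were added after the data were seen: a term for replicate 1 against the others, replicates 2 and 3 alone, and leaving out small RNA genes, genes with a suspected failed estimate, or symbols on several lines. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 read the table, tested technical explanations and drew the figures.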

Results

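Gene expression was measured by RNA-seq in H1, an established line of human embryonic stem cells, and in 3 cell populations sorted from H1 cultures during differentiation toward blood cells in a chemically defined medium. The populations were mesoderm cells carrying the apelin receptor (APLNR+, day 2), hemogenic endothelial progenitors carrying CD31 and CD34 (CD31+CD34+, day 5) and hematopoietic progenitors carrying CD43 (CD43+, day 8). Each population and the undifferentiated H1 cells were represented by 3 libraries, 12 in total. The values are FPKM, read fragments scaled to transcript length and to the mapped total of the library, listed for 58365 gene entries. Between 12313 and 13084 entries per library reached 1 FPKM. FPKM carries no read totals, so the absolute depth of the libraries is unknown. The spacing of the lowest values gave their relative depth, which ranged from 0.555 (CD31+CD34+ replicate 1) to 1.27 (CD31+CD34+ replicate 2) times that of CD43+ replicate 3. Replicate 1 of each population was its shallowest library, at 0.693 for H1, 0.753 for APLNR+ and 0.753 for CD43+. Changes at low levels in those libraries are the least precise.

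The genes encoding the sorted surface proteins were examined first, since they check the labels of each population. APLNR averaged 0.528 ± 0.152 FPKM in H1 and 383 ± 22.2 FPKM in APLNR+ cells (SD, n = 3), a log2 change of 7.98 ± 0.10 (SE, limma adjusted p 1.51e-13). Its level in CD31+CD34+ cells, 402 ± 24.6 FPKM, differed from that in APLNR+ cells by less than the threshold (log2 change 0.07, adjusted p 0.531), and it dropped to 23.7 ± 2.27 FPKM in CD43+ cells. PECAM1, which encodes CD31, rose from 0.0997 ± 0.0853 FPKM in APLNR+ cells to 55.2 ± 4.10 FPKM in CD31+CD34+ cells and CD34 from 0.981 ± 0.125 to 47.7 ± 7.08 FPKM, log2 changes of 5.68 (adjusted p 6.49e-12) and 4.61 (adjusted p 1.2e-10). SPN, which encodes CD43, rose from 3.70 ± 0.748 FPKM in CD31+CD34+ cells to 75.6 ± 15.2 FPKM in CD43+ cells (log2 change 4.02, adjusted p 1.01e-09). For each of these 4 markers the 3 libraries of the sorted population lay above the 3 of the preceding population, and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries can give. A pseudocount of 0.1 moved these changes most, to 8.22 for PECAM1.

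**Figure D1:**
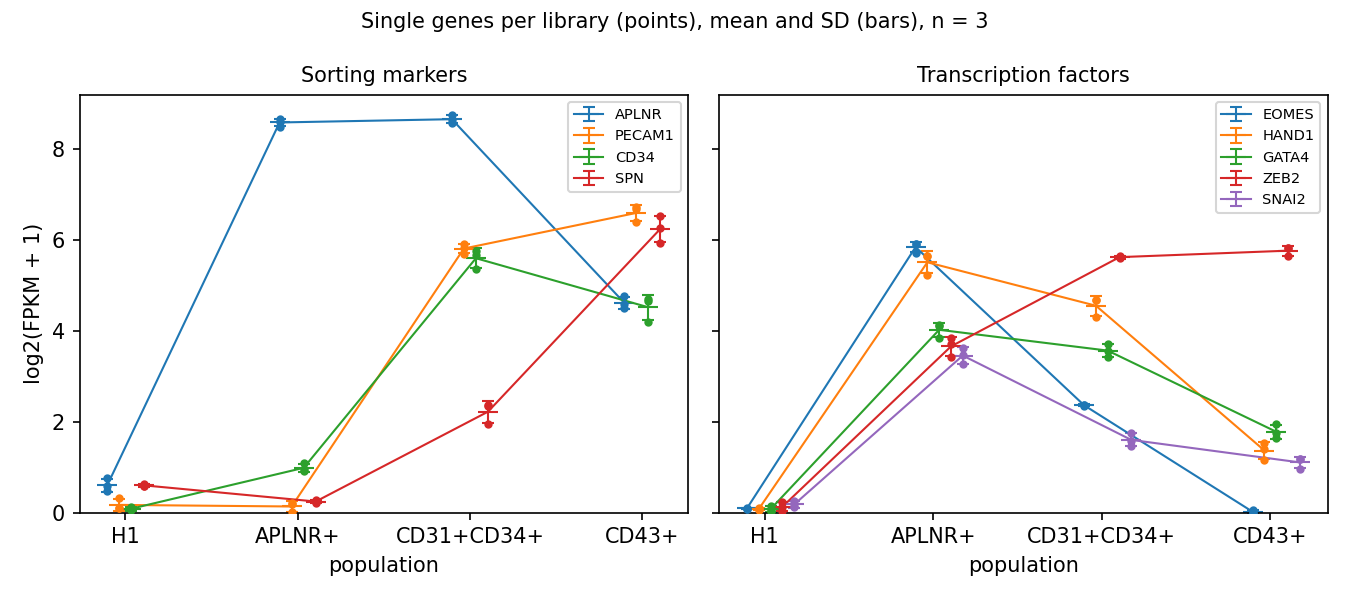
Log2(FPKM + 1) of the sorting markers (left) and of transcription factors (right) in the 4 populations; points are single libraries and bars are the mean ± SD of 3 libraries. APLNR stood at 383 FPKM in APLNR+ cells and 23.7 FPKM in CD43+ cells, and of the transcription factors drawn ZEB2 alone had its highest mean, 53.4 FPKM, in CD43+ cells.

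Principal component analysis of 14840 genes separated the 4 populations. Component 1 held 57.5% of the variance and ran from H1 (scores from -88.51 to -80.23) through APLNR+ (from -57.03 to -43.18) to CD31+CD34+ (from 62.03 to 65.19) and CD43+ (from 69.01 to 78.15). CD31+CD34+ and CD43+ libraries lay next to each other on this component and were parted by component 2, which held 20.8%. H1 and CD43+ libraries had scores from 37.52 to 42.60 on component 2 and APLNR+ and CD31+CD34+ libraries from -53.19 to -30.00. The largest distance within a population (63.3) was under the smallest distance between populations (103). Scaling each gene to unit variance moved the share of component 1 most, to 50.4%. Component 4, with 3.8% of the variance, parted replicate 1 of every population (scores from -28.74 to -21.23) from replicates 2 and 3 (from 9.05 to 17.20). This split crosses the 4 populations evenly, and values within replicates 2 and 3 are given below for the gene counts, the lists and the transcription factors.

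**Figure D2:**
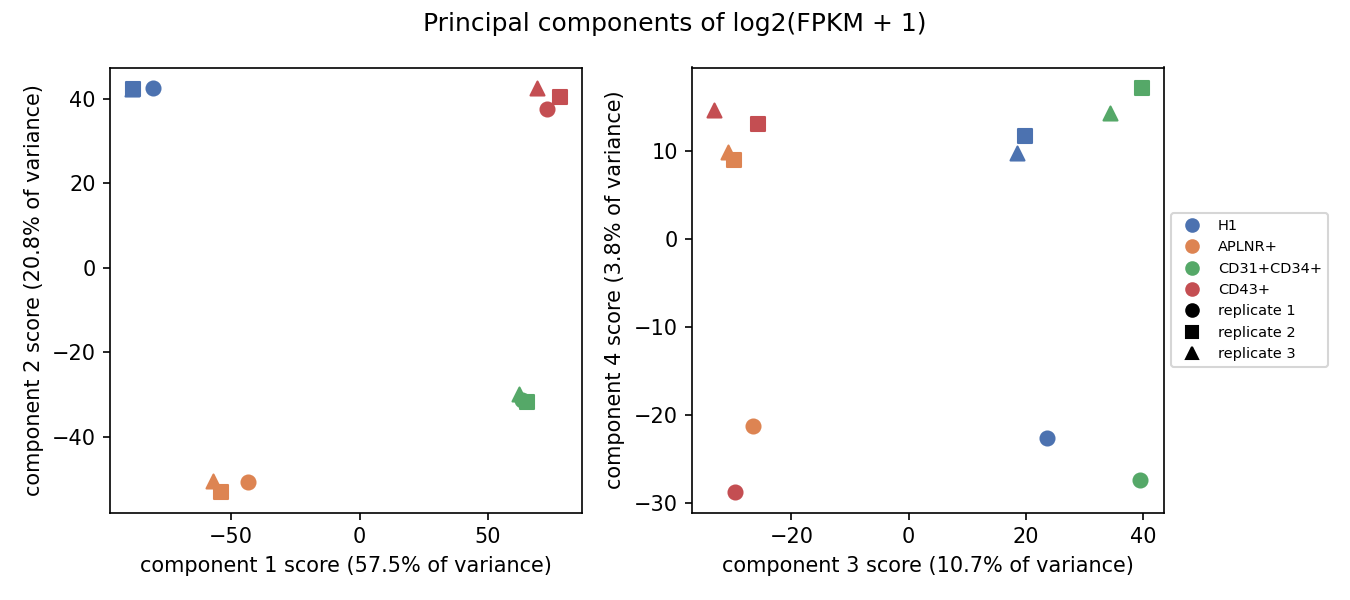
Scores of the 12 libraries on principal components 1 and 2 (left) and 3 and 4 (right) of log2(FPKM + 1); colors are populations and symbols are replicate numbers. Populations part on components 1 and 2, and replicate 1 of each population lies below -21 on component 4.

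Each step of the differentiation was then compared gene by gene. A gene was called where the limma adjusted p was under 0.05 and the change at least 2-fold on the log2(FPKM + 1) scale, which understates the change of genes with low values. From H1 to APLNR+ cells, 1232 genes were raised and 1131 lowered. More genes changed from APLNR+ to CD31+CD34+ cells, with 1861 raised and 2539 lowered, and fewer from CD31+CD34+ to CD43+ cells, with 828 raised and 1305 lowered. Between the ends of the series, CD43+ against H1, 2163 genes were raised and 3338 lowered. This excess of lowered genes shrank with scaling, to 2418 raised and 3036 lowered with upper-quartile scaling and 2506 and 2827 with quantile normalization. The 3 libraries of each population did not overlap for 66%, 75.7% and 58% of genes at the 3 consecutive steps and for 76.3% of genes between CD43+ and H1, against 10% by chance. The minimum change moved these counts most: without it, 8594 genes differed between H1 and APLNR+ cells. With replicates 2 and 3 alone, where 13581 genes passed the filter, 1928, 4382 and 1925 genes were called at the consecutive steps and 5064 between CD43+ and H1. Replicate 1 alone leaves a single library per population and gives no test. The median log2 change of all genes was -0.12, -0.01 and -0.01 at the consecutive steps. The share of raised genes among those called from H1 to APLNR+ cells, 52.1%, did not keep its side of an even split: it was 59% with upper-quartile scaling, 49.1% with a pseudocount of 0.1, 47.2% without APLNR+ replicate 2 and 48.2% without APLNR+ replicate 3.

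Genes with the largest changes at each step were named by a rule. At the step to APLNR+ cells these were, besides APLNR, CER1, which rose from 1.74 ± 0.270 to 2238 ± 67.5 FPKM (log2 change 9.68, adjusted p 1.27e-11), and the long noncoding RNA PCAT14, which rose from 0.810 ± 0.296 to 190 ± 15.5 FPKM. The largest falls that the rule returned were in noncoding genes. RN7SK was listed at 122348, 99240 and 114030 FPKM in H1 and at 0 in the 9 other libraries. AL109914.1 had 111, 382 and 220 FPKM in H1 and 0, 0 and 45.7 FPKM in APLNR+ cells, and its log2 change of -5.88 ranged from -7.72 to -4.95 when a library was left out. FOXD3-AS1 fell from 78.6 ± 22.9 to 0.333 ± 0.210 FPKM (log2 change -5.88, adjusted p 6.51e-11). Since the counting is not stated to use strand, antisense genes such as FOXD3-AS1 are uncertain.

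At the step to CD31+CD34+ cells, PLVAP rose from 0.0919 ± 0.155 to 220 ± 37.6 FPKM, CDH5 from 0.0591 ± 0.0403 to 96.8 ± 15.6 FPKM and TAL1 from 0.0353 ± 0.0239 to 82.9 ± 4.15 FPKM, log2 changes of 7.66, 6.52 and 6.34 with adjusted p of 5.94e-12, 1.48e-11 and 3.44e-12. CER1 fell back to 1.83 ± 0.497 FPKM. The other falls returned by the rule were RPPH1, with 88029, 85868 and 60287 FPKM in APLNR+ cells, and the antisense gene AL355075.4, with 9212, 3490 and 2562 FPKM, both listed at 0 in CD31+CD34+ and CD43+ libraries. At the step to CD43+ cells the globin genes HBG2, HBE1 and HBD rose to 1324 ± 187, 525 ± 40.9 and 208 ± 22.1 FPKM, from 3.76 ± 0.0230, 1.04 ± 0.340 and 0.145 ± 0.0357 FPKM. HBG2 is uncertain as a single gene, because 47.6% of the 50-base stretches of its annotated transcripts also occur in other beta-like globin transcripts. The largest falls were in AC106864.1, an antisense gene (from 85.6 ± 15.1 to 0.789 ± 1.03 FPKM), CST1 (from 136 ± 41.7 to 2.69 ± 0.75 FPKM) and PRR9 (from 29.4 ± 2.15 to 0.0670 ± 0.0588 FPKM). The rule admitted only genes whose populations did not overlap, so the lack of overlap in these named rises and falls is no evidence for them.

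Lists of stage markers followed the order of the populations. The pluripotency list (17 of 18 genes tested) had a mean log2(FPKM + 1) of 5.64 ± 0.03 in H1 and 4.18 ± 0.06 in APLNR+ cells (SD, n = 3), a difference of -1.46 (camera adjusted p 1.3e-05). The mesoderm list (19 genes) rose by 3.62 from H1 to APLNR+ cells (3.75e-18), the endothelial list (22 genes) by 3.62 from APLNR+ to CD31+CD34+ cells (2.03e-12) and the hematopoietic list (23 genes) by 3.42 from CD31+CD34+ to CD43+ cells (4.4e-16). Exact permutation p values for these differences were 0.1, the smallest possible. In replicates 2 and 3 the same genes gave differences of -1.43, 3.65, 3.67 and 3.43 in this order, and in replicate 1 -1.53, 3.58, 3.52 and 3.38. The pluripotency difference moved most, to -0.45, when the median level over the genes of each library replaced the mean. That is a difference of median levels, which can belong to different genes, and not the median change. Of the 17 pluripotency genes tested, 12 were called lowered and 0 raised from H1 to APLNR+ cells. Camera was run on 8 lists in 4 comparisons, and 24 of the 32 tests had an adjusted p under 0.05. With an estimated correlation between genes 19 of these calls held. The 5 lost were the pluripotency and hematopoietic lists from APLNR+ to CD31+CD34+ cells, the pluripotency and endothelial lists from CD31+CD34+ to CD43+ cells, and the mesenchymal list between CD43+ and H1. With fry the 24 calls held and 7 further tests passed. NANOG fell from 48.6 ± 7.99 FPKM in H1 to 9.32 ± 1.40 in APLNR+ cells. MESP1 was highest in APLNR+ cells (26.2 ± 5.41 FPKM), SOX7 in CD31+CD34+ cells (14.02 ± 0.991 FPKM) and GATA1 in CD43+ cells (56.0 ± 8.34 FPKM). POU5F1 declined at every step, from 1002 ± 31.2 to 354 ± 20.8, 84.4 ± 9.44 and 12.5 ± 1.10 FPKM.

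The study asks how mesenchymal genes behave along this series. A list of 170 mesenchymal genes was compiled from general knowledge, and 139 of them passed the filter. Their mean log2(FPKM + 1) was 2.50 ± 0.02 in H1, 3.66 ± 0.05 in APLNR+ cells, 3.52 ± 0.07 in CD31+CD34+ cells and 2.77 ± 0.08 in CD43+ cells (SD, n = 3). The rise from H1 to APLNR+ cells was 1.16 (camera adjusted p 2.13e-12), and 57 of the genes were raised and 5 lowered. From APLNR+ to CD31+CD34+ cells the mean differed by -0.14 (adjusted p 0.652). With the same 139 genes it ranged from -0.18 to -0.11 when a library was left out. Without APLNR+ replicate 2 the filter also dropped list genes, leaving 132, and the difference of those was -0.02. At this step 34 genes were raised and 35 lowered. From CD31+CD34+ to CD43+ cells the mean fell by 0.75 (adjusted p 1.61e-10), with 3 genes raised and 44 lowered. CD43+ cells stayed above H1 by 0.27 (adjusted p 0.0364), a call that was lost under several alternatives, among them an estimated correlation (0.419). Counts adjusted over the list alone were the same in these 4 comparisons. In each comparison the 3 libraries of both populations did not overlap, and the exact permutation p was 0.1. In replicate 1 alone the list means were 2.49, 3.61, 3.45 and 2.68 in the order of the series. In replicates 2 and 3 the same 139 genes gave consecutive differences of 1.19, -0.13 and -0.74. A pseudocount of 0.1 moved the rise from H1 to APLNR+ cells most, to 1.83.

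**Figure D3:**
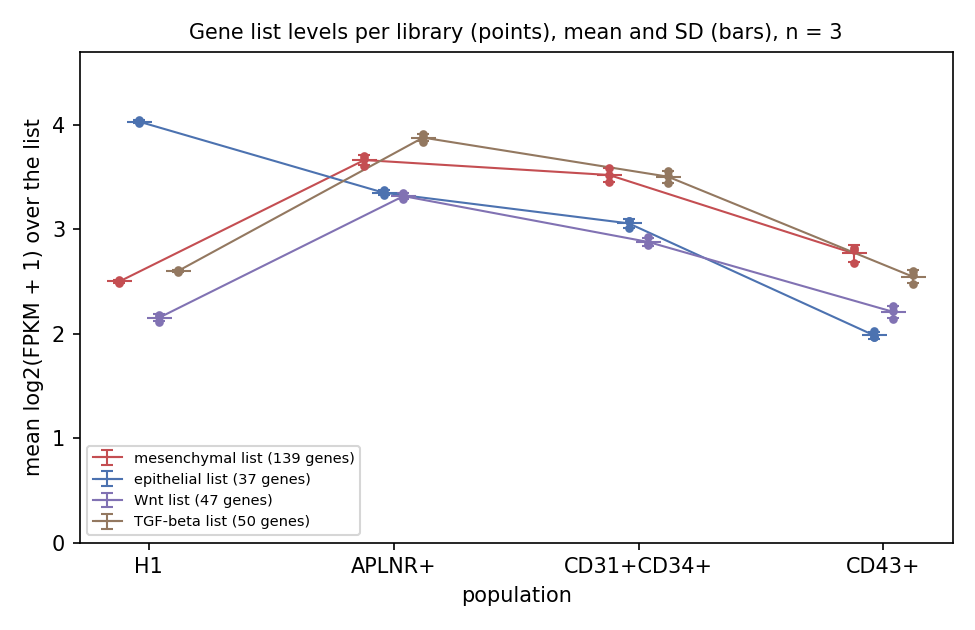
Mean log2(FPKM + 1) of the mesenchymal, epithelial, Wnt and TGF-beta lists in the 4 populations; points are single libraries and bars are the mean ± SD of 3 libraries. The mesenchymal list stood at 2.50 in H1, 3.66 in APLNR+, 3.52 in CD31+CD34+ and 2.77 in CD43+ cells, and the epithelial list fell from 4.03 to 1.99.

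Across all genes tested, 416 were raised from H1 to APLNR+ cells and lowered from CD31+CD34+ to CD43+ cells, where 108 would be shared if the calls were independent (odds ratio 7.29, Fisher's exact test used as a description across genes). The opposite order, lowered then raised, was met by 103 genes. Without a minimum change the count of 416 became 1753. In the mesenchymal list 25 genes were raised and then lowered against 18 under independence, and 0 followed the opposite order. That 0 gives no contrast, since just 5 list genes were lowered at the first step and 3 raised at the last. Among the genes singled out by the study, FN1 rose from 12.5 ± 0.445 FPKM in H1 to 146 ± 4.61 in APLNR+ and 614 ± 54.2 in CD31+CD34+ cells and fell to 105 ± 7.47 in CD43+ cells. NRP1 and TBX20 also peaked in CD31+CD34+ cells, at 52.9 ± 7.90 and 5.12 ± 0.379 FPKM. BMP2 and GATA4 peaked in APLNR+ cells, at 71.3 ± 0.939 and 15.3 ± 1.65 FPKM. These 5 genes were called raised at the step to APLNR+ cells and lowered at the step to CD43+ cells, though the fall of TBX20 (log2 change -1.03) was -0.94 without CD43+ replicate 1 and -0.98 without CD31+CD34+ replicate 1, under the 2-fold limit. FOXD1 did not pass the filter and was not tested. Its means were all under 1 FPKM, at 0.0150, 0.19, 0.676 and 0.162 FPKM in the order of the series. The libraries of consecutive populations did not overlap for this gene.

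Epithelial genes (37 of 38 tested) followed another course. Their mean log2(FPKM + 1) was 4.03 ± 0.02 in H1, 3.35 ± 0.02 in APLNR+, 3.06 ± 0.04 in CD31+CD34+ and 1.99 ± 0.03 in CD43+ cells. The differences were -0.68 (camera adjusted p 0.000813), -0.29 (0.152) and -1.07 (3.23e-10) at the consecutive steps, and -2.04 between CD43+ and H1 (1e-09). The numbers lowered were 17, 7 and 20, and those raised were 3, 1 and 0. In replicates 2 and 3 the consecutive differences were -0.68, -0.31 and -1.05. CDH1 declined from 34.4 ± 2.84 to 12.4 ± 0.376, 4.63 ± 0.629 and 1.68 ± 0.237 FPKM and was called at each step, with a log2 change at the last step of -1.07 that was -0.99 without CD31+CD34+ replicate 2. EPCAM declined from 45.5 ± 0.413 to 15.1 ± 1.56, 7.85 ± 0.891 and 2.20 ± 0.395 FPKM, and OCLN from 6.85 ± 1.94 to 2.95 ± 0.679, 0.862 ± 0.168 and 0.736 ± 0.0794 FPKM. OCLN was called at the step to CD31+CD34+ cells (log2 change -1.07, and -0.94 without APLNR+ replicate 3) and not at the others (adjusted p 0.000561 with a log2 change of -0.97, and 0.671 with -0.10).

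Genes of the Wnt and TGF-beta pathways were compared at the steps where the study placed these signals. The mesenchymal list also holds genes of these pathways, among them AXIN2, WNT5A, TGFB1 and TGFBR1. Its course and those of the pathway lists may therefore not be independent. The Wnt list (47 of 50 genes tested) rose by 1.17 from H1 to APLNR+ cells (camera adjusted p 1.45e-08), with 20 genes raised and 4 lowered. AXIN2, a target of the pathway, had 6.83 ± 0.714 FPKM in H1 and 10.9 ± 0.774 FPKM in APLNR+ cells and did not reach the 2-fold limit (log2 change 0.61, adjusted p 0.000987). The TGF-beta list (50 of 56 tested) fell by 0.96 from CD31+CD34+ to CD43+ cells (4.31e-10), with 23 genes lowered and 1 raised, after a rise of 1.28 from H1 to APLNR+ cells (6.62e-11). The Wnt list also fell at this step, by 0.67 (1.28e-06), with 13 genes lowered and 1 raised, and the falls of the lists were not tested against each other. In replicates 2 and 3 the Wnt list rose by 1.18 at the step to APLNR+ cells and the TGF-beta list fell by 0.95 at the step to CD43+ cells. Between CD43+ and H1 the libraries overlapped for both lists, with differences of 0.06 for Wnt and -0.06 for TGF-beta (exact permutation p 0.3 for each).

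Transcription factors were screened in a list of 57 mesenchymal factors, of which 40 were tested. On the log2(FPKM + 1) scale, 15 were raised over 4-fold from H1 to APLNR+ cells. The largest rises were in EOMES (log2 change 5.75 ± 0.08 SE, limma adjusted p 4.62e-13), HAND1 (5.43 ± 0.15, 3.61e-11) and GATA6 (5.38 ± 0.10, 2.15e-12). The others were MESP1, MSX2, GSC, TBX3, GATA4, ZEB2, SNAI2, MSX1, LEF1, SNAI1, T and FOXF1, with changes from 4.68 down to 2.34. This scale leaves out factors of low level whose FPKM rose more than 4-fold. TBX20 and TWIST1, tested and not counted, rose 47-fold and 33.9-fold in mean FPKM, with log2 changes of 1.59 and 1.46. Lowered over 2-fold in CD43+ cells from both CD31+CD34+ and APLNR+ cells were 8: HAND1 (-3.19 ± 0.15 against CD31+CD34+ cells), EOMES, MSX2, GATA6, GATA4, HMGA2, SNAI1 and TBX3, and 7 of the 8 were among the 15. With replicates 2 and 3 alone the counts were 15 and 8. GSC reached 1 FPKM in APLNR+ libraries only and did not pass the filter there, so those 15 are not the same factors. A pseudocount of 0.1 moved them most, to 25 and 13. HAND1 had 0.0569 ± 0.0117, 44.9 ± 7.19, 22.6 ± 3.49 and 1.59 ± 0.328 FPKM in the order of the series. SNAI1 reached 10.2 ± 1.15 FPKM in APLNR+ cells and declined to 4.36 ± 1.28 and 1.23 ± 0.292 FPKM. SNAI2 declined mostly at the step to CD31+CD34+ cells, from 10.03 ± 1.39 to 2.04 ± 0.308 FPKM. ZEB2 rose from 11.7 ± 1.79 FPKM in APLNR+ cells to 48.2 ± 1.03 in CD31+CD34+ cells and was not lowered in CD43+ cells, at 53.4 ± 3.93 FPKM (log2 change 0.14, adjusted p 0.296). OVOL2, which was in the screened list, averaged 1.24 ± 0.0277 FPKM in APLNR+, 1.02 ± 0.703 in CD31+CD34+ and 0.186 ± 0.0727 in CD43+ cells. Its FPKM in CD43+ cells was thus 0.183 of that in CD31+CD34+ and 0.151 of that in APLNR+ cells, a fall of more than 2-fold. The size of the first ratio depends on CD31+CD34+ replicate 1, at 1.83 FPKM against 0.600 and 0.628 FPKM in replicates 2 and 3. The log2(FPKM + 1) scale shrinks changes at such levels. On it the changes were -0.72 (adjusted p 0.00645) and -0.92 (adjusted p 0.000757), and OVOL2 was not counted among the 8. TWIST1 averaged 1.93 ± 0.385 FPKM in APLNR+, 1.64 ± 0.646 in CD31+CD34+ and 1.08 ± 0.276 in CD43+ cells. It was lower in CD43+ than in APLNR+ cells, short of the 2-fold limit (log2 change -0.49, adjusted p 0.0146).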

Values the study reported

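The study took 183 mesenchymal genes from a published gene set and reported their difference as significant between hESCs and mesoderm cells and between HEPs and HPCs. It reported 26 transcription factors among the mesenchymal genes that rose more than 4-fold from pluripotency to mesoderm.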

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

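The counts of splits at the end of this part were chosen as tests after the results had been seen. There were 136 results recomputed and 32 alternative settings, but not every setting was run for every result. Counts of genes and shares of components have no direction. None of the other results changed direction where recomputed, though fry and an estimated correlation leave the list differences as they are. The share of raised among called genes, which crossed an even split from H1 to APLNR+ cells, was not one of the 136. Besides the genes the study discusses and those the rule returned, the recomputed single genes included the 5 largest protein-coding rises and falls per step. Sorting markers were counted apart from them. The 109 called changes of these genes kept a limma adjusted p under 0.05 wherever the gene was tested. Many of the genes were picked for large changes in these same data, which favors that outcome. The size of the 109 changes was less stable, and 6 fell under the 2-fold limit in at least 1 of the fits without a library. These were TBX20, CDH1, NANOG and CER1 from CD31+CD34+ to CD43+ cells and OCLN and SNAI1 from APLNR+ to CD31+CD34+ cells. Of these 6, 3 also did so under quantile normalization or with replicates 2 and 3 alone. For the mesenchymal list between CD43+ and H1 the call was lost with a mean of at least 5 FPKM (difference 0.27, adjusted p 0.178), upper-quartile scaling (0.34, 0.0588), quantile normalization (0.37, 0.0686), an estimated correlation (0.27, 0.419) and, among the settings added after the data were seen, a term for replicate 1 (0.27, 0.0531) and replicates 2 and 3 alone (0.32, 0.056). Across the 12 fits that each left out 1 library this difference ranged from 0.23 to 0.30 and the call was lost in 3, those without an H1 library. Over its alternatives the adjusted p ran from 1.96e-05 to 0.419, and the cause was not tested. With fry the epithelial difference of -0.29 (adjusted p 2.27e-06) and the mesenchymal difference of -0.14 (0.0149) from APLNR+ to CD31+CD34+ cells passed the threshold. Fry tests each list by itself and camera against the other genes.

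Counts of genes followed the thresholds by construction. Without a minimum change 8594, 10948 and 7961 genes were called at the consecutive steps, 11076 between CD43+ and H1, and 1753 were raised and then lowered. At 4-fold the counts were 569, 875, 454, 1664 and 72. With a pseudocount of 0.1, which enlarges changes of low genes, they were 3632 from H1 to APLNR+ cells, 3605 from CD31+CD34+ to CD43+ cells and 778 raised and then lowered, with 25 transcription factors raised over 4-fold and 13 lowered over 2-fold. A mean of at least 5 FPKM tested fewer genes, 8622, and called 1193 from H1 to APLNR+ cells, 1313 from CD31+CD34+ to CD43+ cells and 3309 between CD43+ and H1. Leaving out 1 library gave from 2119 to 2365, from 4064 to 4486, from 1919 to 2134 and from 5135 to 5499 genes in the 4 comparisons. It also removed genes seen in a single population from the test, down to 14366 genes without H1 replicate 2, which narrowed the difference of the pluripotency list to -1.13 at the least.

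Quantile normalization shifted the median change of all genes between CD43+ and H1 by 0.12. Without it, the change of the mesenchymal list in this comparison was 0.40 above the mean change of all genes tested. The share of component 1 was 50.4% with unit variance, 53.2% with the 500 most variable genes and 56.0% with a pseudocount of 0.1, and from 56.2% to 59.8% without 1 library. That of component 2 was 22.5% with unit variance, 19.9% with 500 genes, and from 19.6% to 21.8% without 1 library.

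Replicate numbers were not taken as pairs: deviations from the population means of same-numbered libraries correlated from 0.20 to 0.43 for replicate 1, but from 0.03 to 0.25 for replicate 2 and from -0.02 to 0.27 for replicate 3. With the replicate block 2369, 4410 and 2140 genes were called at the consecutive steps, and the mesenchymal list between CD43+ and H1 had an adjusted p of 0.0645 (difference 0.27). It changed no other of the list and named gene calls recomputed, and 2361 of the 2363 genes called from H1 to APLNR+ cells and 2131 of the 2133 from CD31+CD34+ to CD43+ cells stayed called.

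A count test (DESeq2, or edgeR on recovered reads) was not run, because the table holds FPKM and whole reads were not recovered.

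Of the 10 splits of the 6 libraries in each of the 4 comparisons, the real split alone (1 of 10) gave as many called genes, and the same held for the 15 raised transcription factors. With 10 splits the share cannot go under 0.1, so chance cannot be ruled out by this count; the next largest counts were 2, 1, 3 and 0 genes. For genes raised and then lowered, 1 of 100 splits reached 416, and the next had 1. For the 8 lowered transcription factors 3 of 100 splits gave as many, the real one included, and the largest other count was 9.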

Other observations

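The tests of depth, of a read limit for EEF1A1, of remaining cells, of the mesenchymal genes that moved both ways, of the direction pairs and of small RNA genes were chosen only after the result was seen, while those of GC content, of transcript length, of EEF1A1 pseudogenes, of level-matched genes and of shared globin sequence were written down before it.

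The number of transcription factors raised over 4-fold was 15 here. That is lower than the value quoted from the study above. The lists differ, and 25 were counted with a pseudocount of 0.1, so the pseudocount and the list may both contribute.

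Replicate 1 of each population deviated from replicates 2 and 3 in the same direction in many genes: 3533 of 14840 genes differed at a limma adjusted p under 0.05 in a model with population and this split, 692 of them higher in replicate 1, but 53 at 2-fold or more. GC content and transcript length argue little for themselves as the whole cause: after removing the trend on GC content the smallest correlation of deviations between replicate 1 libraries was 0.162, and after that on length 0.193, against 0.196 before. Lower depth alone would leave independent noise, yet 518 of the 1293 genes of at least 50 FPKM differed at an adjusted p under 0.05. This was not the first test of depth. The one first written down, the smallest Pearson correlation of deviations in those 1293 genes, gave 0.027 and would not have excluded depth. The rank correlation in the same genes was at least 0.675, and it and the count of 518 were taken up after the 0.027 had been seen. A difference in library preparation or sequencing stays open, since the study used a pair of sequencing companies, and the labels do not say which library came from which. The split is balanced across populations.

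EEF1A1 was listed at 0 in replicates 2 and 3 of H1, APLNR+ and CD43+, while replicate 1 had 4616, 3108 and 4494 FPKM. Processed pseudogenes of EEF1A1 can take up reads of its transcript. The 4 that reached 1 FPKM in replicate 1 stood in the libraries at 0 at a median of 0.956 of their replicate 1 level (from 0.669 to 1.75 in 16 pairs of pseudogene and library), which argues against a lack of transcript there as far as those values come from such reads. This test replaced an earlier one that used the level in replicate 1 alone, which did not measure the libraries at 0, and it was chosen with those zeros known but before the pseudogene values were seen. A candidate explanation is an upper limit on the reads the authors' program accepted per gene: multiplied by relative depth, the expected level in all 6 libraries at 0 (from 3595 to 5489) was above that in each of the 6 others (at most 3383). This separation depends on how relative depth is estimated. The estimate tried first, a smoothed ratio of low values, put 4 of the 6 libraries at 0 above the others, and the estimate used here replaced it after that was seen, so the test leaves a read limit open and does not decide it. It was the single protein-coding gene among the 90 genes at 0 in a library while another library of the population reached 10 FPKM; 61 of the 90 were small RNA genes. The zeros of RN7SK, RPPH1, AL355075.4 and AL109914.1 could have a similar origin, which was not tested, so their falls may be technical.

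Small RNA genes held from 20.7% to 69.5% of the summed FPKM within CD31+CD34+ libraries. If they had taken that share of the reads, the upper quartile of the tested genes would fall to 0.384 of its value in the library with the highest share. It was 0.887, which argues against a loss of that size for other genes.

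The mesenchymal list changed little on average from APLNR+ to CD31+CD34+ cells, yet 49.6% of its genes were called, 34 raised and 35 lowered. Random lists matched on mean level had a median of 30.2% called and at most 37.4% at the upper 2.5% limit of 10000 draws. A rate shared by other genes at these levels therefore does not explain it. The pattern is consistent with a replacement of mesenchymal genes active in mesoderm by others active in CD31+CD34+ cells, behind a steady mean. Of the 57 list members raised at the step to APLNR+ cells, 12 rose again at the next step, 25 were lowered and 20 were not called.

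The excess of genes raised and then lowered was larger than that of the opposite order, and both orders that reverse were above independence. The count was 3.84 times that under independence, against 0.626 for raised at both steps, 1.63 for lowered then raised and 0.965 for lowered at both steps, which argues against genes that are called at every step because they vary. Random genes matched on the level in CD31+CD34+ cells were lowered in 107 cases at the median (89 to 125 in the central 95% of draws), so the level does not account for 416 either. Of the 1232 genes raised in APLNR+ cells, 480 were already lowered in CD31+CD34+ cells, and 114 of those were lowered again. A return toward the H1 level that starts before the step to CD43+ cells may thus be part of the pattern.

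Endothelial genes fell from CD31+CD34+ to CD43+ cells, with a list difference of -0.90 (camera adjusted p 0.000222, and 0.129 with an estimated correlation). Of 22 tested, 12 were lowered and 2 raised. The list stayed above H1 in CD43+ cells, by 2.89. Its 17 members of at least 10 FPKM in CD31+CD34+ cells kept 42.2% of their level at the median. Remaining CD31+CD34+ cells would bring their other abundant transcripts too, but 17 of 1274 protein-coding genes of at least 50 FPKM fell below that share divided by 4 (10.6%). In the same way, 12 pluripotency genes kept 10.8% of their H1 level in CD31+CD34+ cells at the median, and 9 of 1250 abundant H1 genes fell below 2.70%. At first 20 such genes were asked for, which neither count reaches, and the number was lowered to 5 after the counts had been seen. The counts alone are therefore a weak argument. From CD31+CD34+ to CD43+ cells CST1 fell from 136 ± 41.7 to 2.69 ± 0.75 FPKM and ACTC1 from 103 ± 16.6 to 3.12 ± 0.669 FPKM. From H1 to CD31+CD34+ cells USP44 fell from 91.0 ± 4.25 to 0.390 ± 0.158 FPKM and VSNL1 from 67.8 ± 8.58 to 0.140 ± 0.0924 FPKM. These genes, picked among the largest falls, argue against remaining cells at shares of 42.2% and 10.8%. Remaining cells are unlikely to account alone for the levels of the endothelial and pluripotency genes. A smaller share is not excluded, and slow loss of transcripts stays open and untested.

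HBD reached 208 FPKM in CD43+ cells while HBB reached 11.1 ± 2.42 FPKM. Reads shared with other beta-like globins are unlikely to explain HBD, since 1.581% of the 50-base stretches of its transcripts occur in the others. HBG1, with 53% shared, cannot be judged apart from HBG2.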
